A study of Artemia parthenogenetic lineage with 6 samples. Its data were reported in "Signaling Transduction Pathways and G-Protein-Coupled Receptors in Different Stages of the Embryonic Diapause Termination Process in Artemia" (2024).

How the data were processed

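RNA was sequenced from Artemia parthenogenetica cysts at diapause (ArD_0h) and 5 h after embryonic diapause termination (ArR_5h), with 3 libraries per group. The study describes the libraries of each group as biological replicates from one batch of cysts, and the labels give no sequencing batch. Libraries were prepared with a kit that does not mark strand and sequenced as 150 bp paired-end reads. The authors removed reads with adapters, unknown bases or low quality and aligned the remainder to the genome of a related species, Artemia franciscana. Tool versions were taken from the submitters' processing notes, which name HISAT2 2.0.5 for alignment and featureCounts 1.5.0-p3 for counting. Because the kit does not mark strand, reads of overlapping or antisense genes cannot be told apart. The strand setting of the counting is not given in the sources used here. Divergence from the reference species can lower the count of a gene in all libraries alike.

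The deposited table lists a raw read count and an FPKM value per gene model and library, and replicates were not pooled. The counts are whole numbers that sum to 9992823 to 13505892 per library. FPKM values were computed by the authors from count and gene length. Their library divisors were worked out from the ratio of count to FPKM and were not the listed totals: they came to 94.8% to 107% of these, within 1% of totals scaled by edgeR's TMM factors. Gene lengths recovered from the same ratio were whole numbers within 0.01 bases for 100% of the 14844 models with reads. The table holds 12851 models with an evm.TU identifier, 287 that join 2 such identifiers and 3453 other models, called non-evm models. Identifiers of the non-evm models are not printed. All count and FPKM columns were assigned to a library by the labels, and 0 were left over.

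The deposited counts were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with ArR_5h against ArD_0h as the only term, TMM factors, and low-count models removed by filterByExpr (minimum count 10, minimum total 15). This left 11959 models tested and 4632 not tested. The p-values were adjusted by the Benjamini-Hochberg method. As in the methods of the study, a model was called differentially expressed (up- or down-regulated) at an adjusted p of at most 0.05 and a log2 fold change over 1 in size. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Levels are CPM scaled by TMM factors, given as mean ± SD. Because one dispersion trend is fitted to both groups, the larger spread between the ArR_5h libraries is shared with the ArD_0h libraries. A count of 3 was taken as the floor, which is 0.222 to 0.3002 CPM by library. Floors cover counting error only, since reads without molecular identifiers are not independent molecules, and the intervals of odds ratios are over gene models.

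The comparison was tested on simulated data with counts for 11959 models drawn from the means and totals of these libraries, of which 200 were changed. Of 98 tested models changed by 1.5 on the log2 scale, 94.9% were recovered, and of 95 changed by 3, 100% were recovered, with 0 false calls. The simulation gave both groups the same dispersion per model and left all other models without any change. The larger spread at 5 h and changes just under the fold limit were not simulated, so the false calls do not cover these.

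Gene lists were fixed before the data were examined. The table does not pair identifiers with gene names and no annotation was used here, so 34 lists defined by name patterns were not analysed here. The 3 lists of identifiers named in the text of the study were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with an estimated correlation, and with fry. Descriptions of these genes are those of the study. The genes named in the report follow a rule fixed in the same way: the 21 identifiers named by the study, of which the result of 1 is not reported here, and the 2 largest increases and 2 largest decreases among called models with non-overlapping libraries and at least 10 CPM in the higher group. Coordinates of the models and a comparison table of the authors were not used here.

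The alternatives were other scaling factors (RLE or library totals), no filter and a stricter one (1 CPM), DESeq2 1.42.0, limma-voom, glmTreat, a replicate block, leaving out the 10 most abundant models and leaving out each replicate in turn. Chosen after seeing the data were limma on log2(FPKM + 1) for models of at least 1 FPKM, the comparison of non-evm with evm models, the grouping of the GPCR candidates by predicted helices, and the comparison of neighbouring models by the numbers in their identifiers with 10000 permutations. Figures were drawn with matplotlib 3.10.9.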

Results

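The transcriptomes of brine shrimp (Artemia parthenogenetica) cysts were measured by mRNA sequencing at the diapause stage (ArD_0h, n = 3 libraries) and 5 h after embryonic diapause termination (EDT; ArR_5h, n = 3 libraries). A cyst is an embryo enclosed in a shell, and in diapause its development is halted. The 5 h cysts had been kept at 28 °C in constant light, in seawater of 30‰ salinity. For its reactivated cysts, the study describes drying and refrigeration to break diapause, and then rehydration in ice-cold seawater. It does not say whether the ArD_0h cysts went through any of these steps. Effects of these steps and of the incubation therefore cannot be told apart from those of time. Read counts were given for 16591 gene models, of which 1747 had no read in any library. Total counts were 10577879, 10135128 and 13505892 in replicates 1, 2 and 3 of ArD_0h, and 11287233, 9992823 and 12283327 in those of ArR_5h. Between 13992 and 14122 models had reads in each library, and a count of 3 corresponded to 0.222 to 0.3002 CPM (counts scaled to a common library total).

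The libraries separated by stage. Pearson correlations of log2(CPM + 1) across genes were 0.996 between the ArD_0h libraries and 0.989 to 0.995 between the ArR_5h libraries, against 0.962 to 0.966 between the groups. The first principal component held 80.3% of the variance and divided the groups, while the second held 9.12% and divided the ArR_5h libraries, with scores of 25.75 for replicate 2 and −30.78 for replicate 3. The spread between replicates was larger at 5 h, with a biological coefficient of variation of 15.2% against 4.37% at 0 h. The chi-square per degree of freedom between replicates was at least 2.47, more than random sampling of reads from a single library would give. No library was a duplicate of another in this sense, but separate preparations of the same RNA are not excluded.

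**Figure D1:**
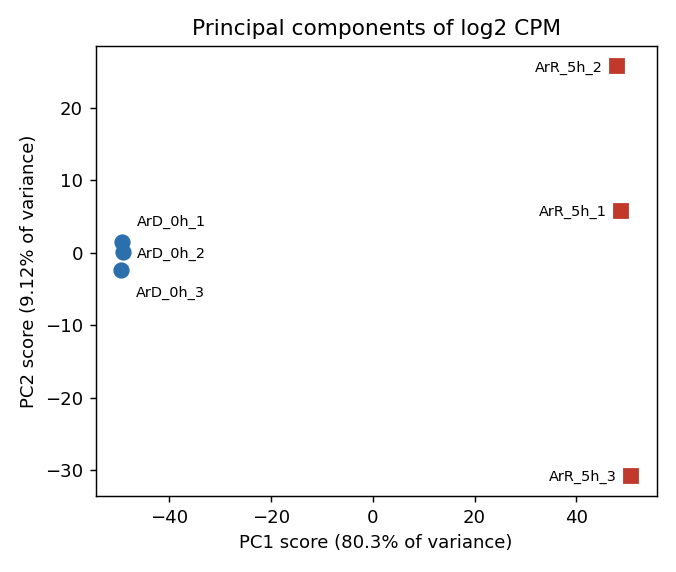
Scores of the 6 libraries on the first (80.3% of variance) and second (9.12%) principal components of log2 CPM, with one point per library and a colour per group. The ArD_0h libraries lie close together on the left, and the ArR_5h libraries lie on the right, spread along the vertical axis from replicate 3 (−30.78) to replicate 2 (25.75).

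The comparison of ArR_5h with ArD_0h addressed which genes differed in expression between diapause and the early hours after its end. Of the 11959 models tested, 2984 (24.95%) were differentially expressed, with 1709 up-regulated and 1275 down-regulated at 5 h. Among these, 305 rose by more than 2 on the log2 scale and 198 fell by more than 2. At the same adjusted p limit but with no limit on fold change, 3707 models were higher and 3526 lower, together 60.5% of those tested. The median log2 fold change over all tested models was −0.01. All levels are relative to the scaled library totals. This median and the balance of up- and down-regulated models therefore cannot show whether total RNA rose or fell. In 2970 of the 2984 called models, every library of one group lay above every library of the other. Such a separation was seen in 66.9% of the tested models, whereas chance gives 10% for 3 libraries against 3.

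Calls were most frequent among genes of low level. The share of called models was 34.4% below 2 log2 CPM, 32.01% from 2 to 4, 22.3% from 4 to 6, 12.3% from 6 to 8 and 7.75% above 8 log2 CPM. Log2 fold changes have a larger error at low level, so that more weak models can pass the fold limit by error. These shares therefore do not show whether weakly expressed genes respond more. Among the most abundant models, above 8 log2 CPM, 19 were up-regulated and 34 down-regulated of 684 tested. The 10 models with most reads took 10.98% ± 0.098 (SD, n = 3) of the counts at 0 h and 11.2% ± 1.28 (SD, n = 3) at 5 h (two-sided exact permutation test, p = 1, in a design that cannot give a p below 0.1). The single ArR_5h libraries ranged from 10.1% to 12.6%.

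**Figure D2:**
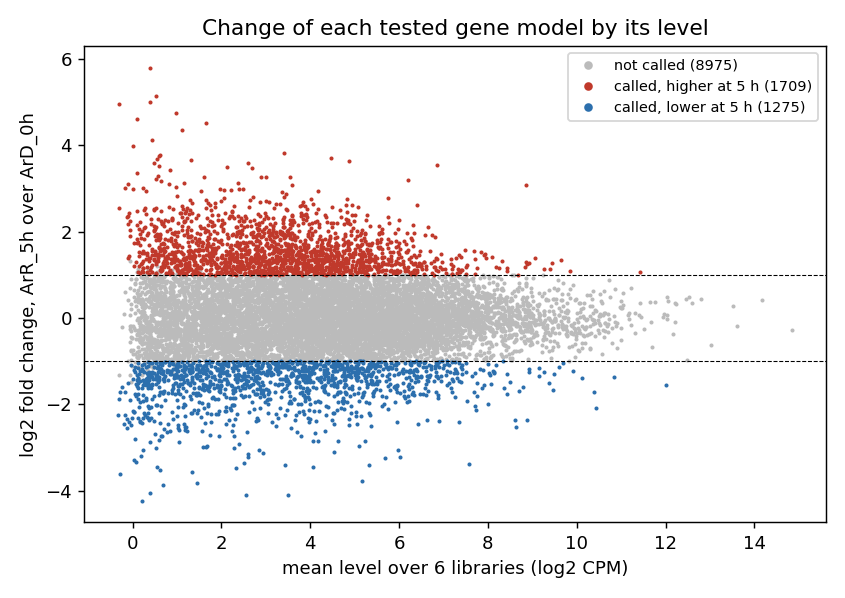
Log2 fold change of ArR_5h over ArD_0h (vertical axis) against the mean level over the 6 libraries in log2 CPM (horizontal axis), with one point per tested gene model. Red points are the 1709 up-regulated models and blue points the 1275 down-regulated models, grey points were not called, and the dashed lines mark a log2 fold change of 1 in either direction.

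The study selected G-protein-coupled receptor (GPCR) candidates, membrane receptors that pass outside signals to G proteins. It took them from genes that changed in the first 30 min or from 30 min to 5 h after EDT. Such a gene had to change in the same direction in RNA and in chromatin accessibility (ATAC-seq). A candidate also had to be annotated with GPCR activity. Whether these candidates also differed in RNA between 0 h and 5 h was examined. Of the 5 candidates of the first 30 min, 2 were up-regulated, none was down-regulated and 3 were not called. The receptor model evm.TU.ctg485.29, annotated as adhesion GPCR E5, rose by 1.95 ± 0.10 on the log2 scale (SE), from 19.2 ± 1.03 CPM to 74.1 ± 6.71 CPM (SD, n = 3), a 3.86-fold increase (edgeR, adjusted p = 5.48e-07). The candidate evm.TU.ctg288.3 rose 2.24-fold, with a log2 fold change of 1.16 ± 0.09 (edgeR, adjusted p = 4.00e-06). The log2 fold change of evm.TU.ctg71.25 was 0.48 ± 0.12 (edgeR, adjusted p = 0.00610) and that of evm.TU.ctg308.1 was −0.84 ± 0.10 (edgeR, adjusted p = 5.61e-05), both below the limit on fold change. The Frizzled-10 model evm.TU.ctg321.8, a receptor of Wnt proteins, stood at 16.2 ± 0.493 CPM and 14.9 ± 1.76 CPM (SD, n = 3), a log2 fold change of −0.12 ± 0.14 with overlapping libraries (edgeR, adjusted p = 0.468).

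Of the 10 candidates of the later interval, 8 had enough reads to be tested, of which none was up-regulated, 3 were down-regulated and 5 were not called. None of the 3 down-regulated candidates was among those with the predicted helices of a receptor. For evm.TU.ctg25.48 and evm.TU.ctg179.3, the tools of the study predicted no helix at all. The most abundant tested candidate, evm.TU.ctg25.48, fell from 530.3 ± 2.24 CPM to 189 ± 72.1 CPM (SD, n = 3), 2.80-fold lower at a log2 fold change of −1.49 ± 0.21 (edgeR, adjusted p = 0.000163). The candidate evm.TU.ctg195.9 fell 2.31-fold, from 9.61 ± 0.241 CPM to 4.15 ± 0.733 CPM (SD, n = 3; edgeR, adjusted p = 0.000262). The weakly expressed evm.TU.ctg179.3 had a log2 fold change of −1.03 ± 0.28 (edgeR, adjusted p = 0.00854). This call was lost without ArD_0h replicate 3 (−0.90) or without ArR_5h replicate 1 (−0.79). The RYamide receptor model evm.TU.ctg441.12, a receptor of neuropeptides, was at 19.0 ± 1.04 CPM and 11.5 ± 0.905 CPM (SD, n = 3), with a log2 fold change of −0.72 ± 0.13 below the limit (edgeR, adjusted p = 0.000822). The opsin-family model evm.TU.ctg179.30 had a log2 fold change of 0.95 ± 0.16 (edgeR, adjusted p = 0.000610), and it was called up-regulated without ArD_0h replicate 3 (1.09) or without ArR_5h replicate 3 (1.001).

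The other candidates of the later interval gave smaller or uncertain differences. The log2 fold change of evm.TU.ctg115.32 was −0.54 ± 0.11 at a high level of 377 CPM at 0 h and 259 CPM at 5 h. For evm.TU.ctg41.1 it was 0.11 ± 0.10 (edgeR, adjusted p = 0.368), with overlapping libraries. For evm.TU.ctg1716.2 it was −0.92 ± 0.31 (edgeR, adjusted p = 0.0259), and it was called down-regulated without ArD_0h replicate 2 (−1.15) or without ArR_5h replicate 2 (−1.04). The untested evm.TU.ctg445.18_evm.TU.ctg445.12 had 6, 5 and 6 reads in the ArD_0h libraries and 2, 1 and 0 reads in the ArR_5h libraries. The untested evm.TU.ctg42.32 had at most 3 reads in any library, so that no difference was detectable at this depth.

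As sets, both GPCR lists missed the threshold of the competitive camera test. The adjusted p was 0.0939 for the candidates of the first 30 min, with a median log2 fold change of 0.48, and 0.0939 for those of the later interval, with a median of −0.82 (limma camera, two-sided). With an estimated correlation between genes, camera gave adjusted p = 0.385 and adjusted p = 0.237. The calls adjusted over the list alone were the same in number, 2 up-regulated for the first list and 3 down-regulated for the second, and since the study chose the candidates partly on these libraries they are not independent evidence of direction.

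Among genes that rose at both intervals of the study, in RNA and in chromatin accessibility, it assigned 6 to signal transduction. All 6 were up-regulated in RNA at 5 h relative to 0 h. The model evm.TU.ctg756.7, which encodes Loco, a regulator of G-protein signalling, rose 3.97-fold, from 19.4 ± 1.11 CPM to 77.0 ± 9.88 CPM (SD, n = 3; edgeR, adjusted p = 8.48e-07). The epidermal growth factor receptor model evm.TU.ctg470.4 rose 2.41-fold at a log2 fold change of 1.27 ± 0.17 (edgeR, adjusted p = 0.000125). The log2 fold changes of evm.TU.ctg658.6, evm.TU.ctg275.1 and evm.TU.ctg470.6 were 1.55 ± 0.22, 1.15 ± 0.10 and 1.10 ± 0.11. In each of the 6 genes, every ArR_5h library lay above every ArD_0h library. The limit of the study, passed at both intervals, would give a rise of more than 2 on the log2 scale if all comparisons were scaled alike. The genes given here rose by 1.10 ± 0.11 to 1.99 ± 0.12 on that scale, and the cause of the difference was not tested.

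The list of signal transduction genes passed the camera test with an adjusted p of 4.66e-05 (limma camera, two-sided). It did not pass with an estimated correlation between genes, which gave adjusted p = 0.237. The number of calls adjusted over the list alone was also 6, and the genes were chosen by the study partly on these libraries, which makes them no independent evidence of direction.

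**Figure D3:**
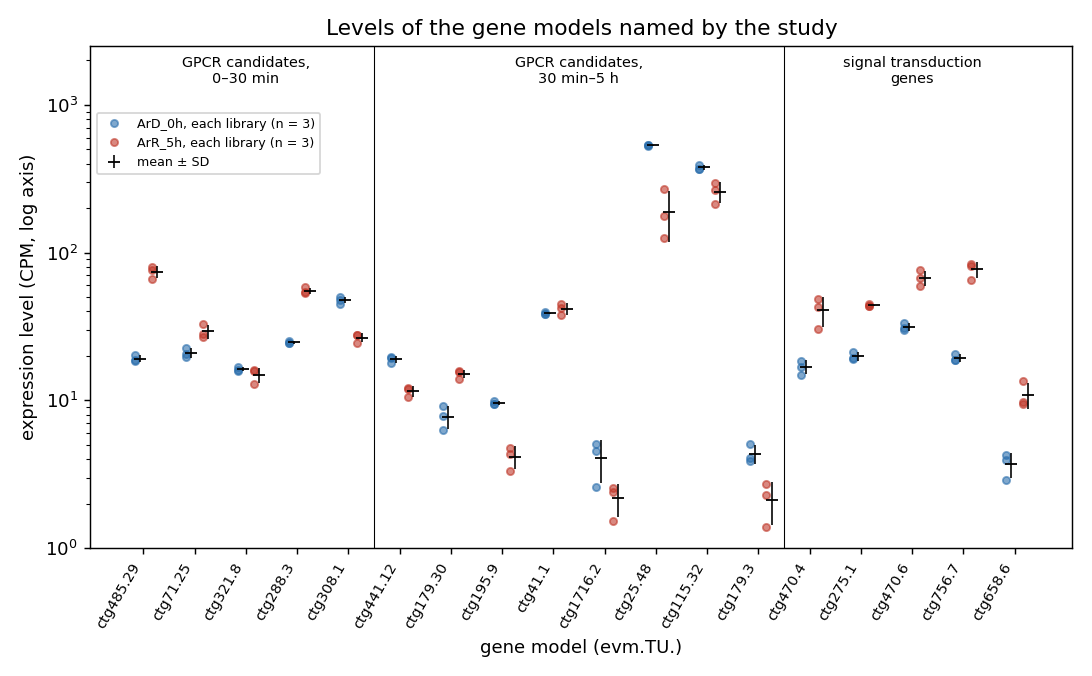
Expression level in CPM (log axis) of tested gene models named by the study, with each library as a point, blue for ArD_0h and red for ArR_5h (n = 3 each), and black marks for mean ± SD. The signal transduction genes drawn on the right lie higher at 5 h, whereas the GPCR candidates on the left and in the middle lie higher, lower or overlap.

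Among all called models with non-overlapping libraries and a mean of at least 10 CPM in the higher group, 1006 rose and 721 fell. The model evm.TU.ctg303.3 had the second largest increase, 13.1-fold, from 3.14 ± 0.570 CPM to 41.2 ± 14.9 CPM (SD, n = 3), at a log2 fold change of 3.71 ± 0.29 (edgeR, adjusted p = 3.84e-06). The largest increase and the largest decreases belonged to models without an evm.TU identifier (called non-evm models). One of them, of 3704 bases, rose 14.04-fold, from 1.41 ± 0.541 CPM to 19.4 ± 2.31 CPM (SD, n = 3; edgeR, adjusted p = 1.34e-06). The model with the largest decrease, of 14447 bases, fell from 21.1 ± 2.98 CPM to 1.21 ± 0.148 CPM (SD, n = 3), 17.2-fold lower (edgeR, adjusted p = 4.27e-07). A shorter model of 763 bases fell from 10.8 ± 1.43 CPM to 0.613 ± 0.291 CPM (SD, n = 3; edgeR, adjusted p = 2.10e-06), and the numbers of both models in the file are 2 apart. Reads that overlapping models share were not separated here.

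The direction of change differed between the kinds of gene model. Among 9271 evm models tested, 1366 were up-regulated and 755 down-regulated. Of the 2418 non-evm models tested, 302 were up-regulated and 492 down-regulated. The odds of a down-regulated against an up-regulated call were 2.95 times higher in non-evm models (95% confidence interval 2.48 to 3.50, Fisher's exact test, two-sided, p = 3.40e-37 across models, which are not independent replicates). Below 2 log2 CPM, 169 non-evm models were up-regulated and 158 down-regulated, and 295 evm models were up-regulated and 238 down-regulated. Between 4 and 6 log2 CPM, 21 non-evm models were up-regulated and 125 down-regulated, whereas 412 evm models were up-regulated and 198 down-regulated. Above 8 log2 CPM, where calls were few, these counts were 2 and 13 non-evm models and 17 and 20 evm models. A trend with level was not tested. Non-evm models held 10.6% ± 0.154 of the counts at 0 h and 8.93% ± 0.186 at 5 h (SD, n = 3; two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 libraries can give).

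**Figure D4:**
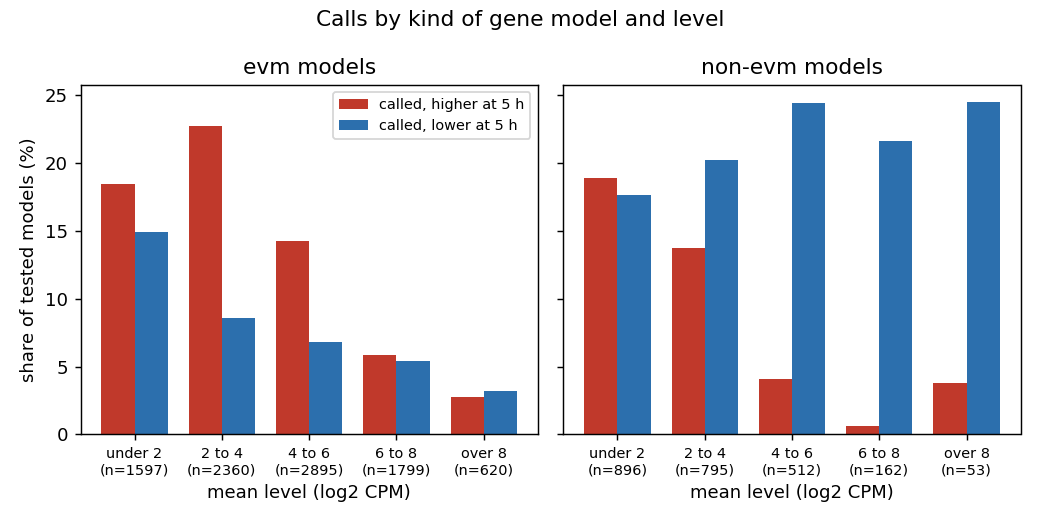
Share of tested gene models (%) that were called up-regulated (red) or down-regulated (blue) at 5 h, by mean level in log2 CPM, for evm models (left) and non-evm models (right), with the number tested under each pair of bars. From 4 to 6 log2 CPM, 24.4% of the non-evm models were down-regulated and 4.10% up-regulated, against 6.84% and 14.2% of the evm models.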

Values the study reported

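The study compared cysts at 30 min after EDT with each of the groups analysed here, so its values are for other intervals than 0 h to 5 h. It reported 4303 differentially expressed genes from 0 h to 30 min, with 2414 up-regulated and 1889 down-regulated. From 30 min to 5 h it reported 5815 differentially expressed genes, with 2999 up-regulated and 2816 down-regulated. It named 5 candidate GPCR genes in the first interval and 10 in the second. These were taken only from genes that also changed in the same direction in chromatin accessibility (ATAC-seq), not from all the genes counted above.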

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

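The FPKM test was chosen only after the data were seen. The number of called models stayed within 1.5 times of 2984 under each alternative except glmTreat. Outside glmTreat it ran from 2134 with limma on log2(FPKM + 1) to 3251 with no filter, and from 2980 to 3194 when each replicate was left out; at any size of change that range was 6212 to 7999. DESeq2 called 3068 models and gave no adjusted p for 858. Without ArR_5h replicate 3 there were 1902 up-regulated and 1236 down-regulated models, and without ArR_5h replicate 2 there were 1673 and 1521. Testing against a log2 fold change of 1 with glmTreat called 1359 models, 836 up-regulated and 523 down-regulated, since it asks that the change exceed the limit beyond its error. The list of signal transduction genes had adjusted p = 0.237 with an estimated correlation, against 3.52e-06 to 0.00128 over its other alternatives; the estimated correlation between its genes was 0.524. With fry, which does not compare a list with other genes, the adjusted p was 0.00171 for the GPCR candidates of the first 30 min and 0.00132 for those of the later interval, whereas their other alternatives gave 0.0528 to 0.385 and 0.0528 to 0.237. The median correlation within groups was 0.992 on ranks against 0.995 on log2(CPM + 1); the cause was not tested. Named genes kept their call in 316 of the alternative results, and the exceptions, 4 gained and 2 lost calls, are the left-out libraries given with the genes. Single genes were not looked up under glmTreat or limma on log2(FPKM + 1), so these results do not cover those tests. Whether named calls just over the fold limit hold under glmTreat was not examined.

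With the replicate number as a block, 3006 models were called, 1693 up-regulated and 1313 down-regulated. Libraries of the same number deviated from their group means with correlations of 0.013, 0.015 and 0.064. The ArD_0h replicates 2 and 3 correlated best with their own number, whereas replicate 1 correlated best with number 2. With correlations this small, the numbers are not shown to pair the libraries. The odds ratio of non-evm against evm models stayed between 2.43 and 3.12 and the correlation of adjacent models between 0.112 and 0.165 in the alternatives run for them. The filter on low counts left 4632 models untested, of which 1747 had no read in any library.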

Other observations

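The tests chosen only after the data were seen were the comparisons of non-evm with evm models and of neighbouring models, the grouping of the GPCR candidates by helices, and the tests of progress, of abundance, of assembly from 0 h reads and of reads shared by adjacent models.

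The 5 GPCR candidates in which the study predicted the helices of a receptor with at least 2 of its tools included 1 up-regulated and no down-regulated gene. Of the 8 tested candidates among the other 10, 1 was up-regulated and 3 were down-regulated, and the difference between these groups was not tested.

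Models with neighbouring numbers on a contig changed alike. Across 4044 adjacent pairs of evm models the correlation of log2 fold changes was 0.165 (two-sided permutation test, p = 1e-04, the smallest that 10000 permutations can give). This correlation is the mean product of the log2 fold changes of a pair, standardized over the evm models. In 264 adjacent pairs both models were called, and 193 of these (73.1%) went in one direction. Over a separate, smaller set of permutations of the calls, this share had a mean of 54% and a highest value of 64.2%. Genes in pairs are not independent replicates, and model numbers stand in for positions that were not used here.

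Similar length and level of neighbours do not account for it, since the correlation was 0.1666 after a trend on both was removed. Models 3 to 5 numbers apart had a correlation of 0.04886 over 8179 pairs (two-sided permutation test, p = 1e-04). The numbers of the tested models have gaps, so that models this far apart by number may still be direct neighbours. Reads shared between neighbours are therefore not excluded for them. The excess of adjacent pairs over pairs 3 to 5 numbers apart, 0.1159, may come from shared reads or from a gene split over 2 models. These causes cannot be told apart from regulation shared by neighbours because the reads carry no strand and coordinates were not used here. Tandem copies of a gene with similar sequences stay open too, and no biological explanation was tested.

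The non-evm models were down-regulated more often than the evm models. Length and level do not account for it, since the odds ratio was 3.028 (95% interval 2.52 to 3.63) when stratified by both. A weak background of unspecific reads at 0 h would matter least in abundant models, yet in the highest of 3 equal groups by level the odds ratio was 17.2 (95% interval 7.34 to 49.4), against 6.69 (4.83 to 9.36) in the middle and 1.61 (1.27 to 2.03) in the lowest group. Assembly of these models from 0 h reads only is argued against by the 11 non-evm models that were up-regulated with at most 3 reads in every ArD_0h library. How the models were built and which reads they share with overlapping genes stay open, and no biological explanation was tested.

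The ArR_5h libraries differed from each other more than the ArD_0h libraries did. On 6206 models of at least 16 CPM, the SD of the log2 difference between replicates 2 and 3 was 0.407, against at most 0.142 for a pair of ArD_0h libraries. Different progress along the change from 0 h to 5 h is argued against by a Pearson r of 0.01973 across genes between this difference and the change from 0 h to replicate 1. Genes that change late or reverse within the 5 h would not follow that change. Different progress on such a course is not covered by the test and stays open. Gene length (Spearman rho −0.2533 across genes) and level (0.1475) were related to it, but removing trends on them left SDs of 0.372 and 0.397, so neither is the whole cause. RNA quality and real differences between cyst samples stay open and were not tested.

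The 6 libraries can be split into 3 and 3 in 10 ways, which is too few for a share under 0.05. Of these splits, 1 gave as many called models as the real one, the real split itself, with 2984 called models and 7233 at any size of change (edgeR). The highest of the other splits was 0 for both counts, and 134 models at an unadjusted p under 0.05, against 7730 in the real split. Every other split puts libraries of both groups on each side. The difference between the groups then counts as spread within a side and lowers the calls, so these splits do not measure chance.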
